A study of Mus musculus with 17 samples.

How the data were processed

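RNA was measured in 17 spleen libraries from mice given SLR10, SLR14, poly(I:C) or pppNS (3 libraries each) or vehicle (2 libraries), and from naive mice (3 libraries). The labels do not say what the vehicle was, and give each library the same injection protocol, which names the SLRs. Per the labels, tissue was kept in RNAlater, homogenised in Trizol, and stranded mRNA libraries were made from 500 ng of total RNA. The tools the labels list, without their roles or order, are FastQC, TopHat2 2.0.6, TopHat, SAMtools 1.4, HTSeq and edgeR, with the builds GRCm38 and mm10. The annotation version and the strand setting are not stated.

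The deposited table holds signal values that the authors made from HTSeq reads per gene by dividing by a library size normalised with edgeR, named CPM in the file header and called CPM here. Its columns sum to 696096 to 1484240, and it is not stated whether the library size counted the lines without a gene name. Every value of a column is a whole multiple of 1 step (100.0% of values within 0.01 reads), so the whole reads were recovered for the tests that need counts. The table has 39184 lines. Left out were 5 lines without a gene name, 699 lines named #N/D, 27 lines whose names had turned into dates, and 113 extra lines of 87 repeated names, which left 38340 genes. The lines without a name hold 28.1% to 46.1% of a library's reads.

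Libraries held 26.5 M to 42.8 M reads in all (median 30.9 M) and 15.8 M to 29.6 M in named genes. The value of 1 read was 0.0175 to 0.0431 CPM, and 3 reads, the floor below which a level was not told from 0, were 0.0525 to 0.129 CPM. Counting intervals and floors cover counting error only, and reads copied by PCR are not independent. Where a group had 0 reads, the fold is a lower bound against 3 reads over the group.

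Genes with at least 1 CPM in at least 2 libraries were tested, 14012 in all. Values were taken as log2(CPM + 0.5), and all 17 libraries were fitted in a single linear model with limma 3.58.1 (R 4.3.3), with moderated statistics and a mean-variance trend. Adjusted p-values follow Benjamini and Hochberg within each comparison, with a threshold of 0.05, and intervals are 95% intervals. With 3 replicates or fewer, the tests rest on the spread pooled over all groups by limma. Where a group lies near or under 0.5 CPM, the added 0.5 draws the fitted log2 change towards 0. Errors beside log2 changes are standard errors from the model, and errors beside CPM are SDs between libraries.

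The 10 comparisons, the threshold, the 34 gene lists, the named genes and most alternatives were set before the data were examined. The lists were drawn up from general knowledge of pathways and cell types, and a list counts as tested over its members that passed the filter. Each list was tested with camera from limma, with its preset correlation between genes of 0.01 and again with a correlation estimated from the data. The number of members past the threshold is given over all genes and again adjusted over the list alone. The mean level of the interferon-stimulated list per library was compared by an exact permutation test, whose smallest two-sided p is 0.1 for every comparison here (0.125 after adjustment over 10 comparisons).

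Genes are named by a fixed rule. For each comparison these are the 10 largest rises and 10 largest falls among genes past the threshold, with a mean of at least 5 CPM and no overlap between the replicates of the groups compared, which chance gives for 10% of genes with 3 against 3. Gene models named by a number and receptor segments were left out. Up to 4 members with the smallest adjusted p of each list described, and a panel of 15 interferon and inflammatory genes, were added. Positions, transcript lengths and GC content come from GENCODE vM21.

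Alternatives were a pseudocount of 0.1 or 2, no filter and a filter at 5 CPM, median-of-ratios and quantile scaling, library weights in limma, only the groups compared in the model, naive or naive and vehicle together as the control, a block for the replicate number, edgeR 4.0.16 and DESeq2 1.42.0 on the recovered reads, and each replicate left out in turn. The library weights were computed with a warning of incomplete convergence. Libraries left out together, an erythroid covariate, and replicates left out in turn for the mean interferon-stimulated level were added after the data were seen. Over all groups, replicate numbers did not pair the libraries (median correlation of residuals 0.03 for equal numbers and -0.028 for different ones). Values over 0.1 were found in 15 of 40 pairs with equal numbers and 27 of 80 with different ones, up to 0.8 and 0.72. Between pppNS and naive the equal numbers gave 0.6, 0.272 and 0.75, and different ones -0.71 to 0.521. In a test with made-up changes in 50 genes for each fold, limma found 32% of 2-fold and 72% of 4-fold changes for 3 against 2 libraries. For 3 against 3 it found 40% and 78%. Of its calls in that test, 2.88% and 7.56% were of unchanged genes. These rates were not measured for the real comparisons, where up to 5653 genes passed the threshold. Correlations between responses were set beside 100 simulations with shared controls and no change. Tables were made and figures drawn with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.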

Results

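Gene expression was measured by RNA sequencing in 17 mouse spleen libraries, with the replicates of a group taken as separate mice. The agents were SLR10 (n = 3), SLR14 (n = 3), poly(I:C) (n = 3), pppNS (n = 3) and vehicle (n = 2), and 3 mice were naive. Per the labels, SLRs were complexed with in vivo-jetPEI, a polyethylenimine carrier for nucleic acids, at an N/P ratio of 8, and 25 µg of RNA in 200 µl was injected intravenously. The same text stands with every library, so it is not stated apart for poly(I:C), pppNS or vehicle how they were given. The strain is given as CB57BL/6NCrl. The series title names RIG-I, the cytosolic sensor of RNA ends that is encoded by Ddx58. Poly(I:C) is a synthetic double-stranded RNA used as a general inducer of antiviral responses. The labels do not state the time between injection and collection, so every value below refers to a single unstated time. The libraries held 26.5 M to 42.8 M reads, of which 15.8 M to 29.6 M fell in named genes, and 1 read corresponded to 0.0175 to 0.0431 CPM.

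After filtering, 14012 genes were tested. The first principal component of their log2 values carried 55.8% of the variance and separated all 9 SLR10, SLR14 and poly(I:C) libraries from the vehicle and naive libraries, with the pppNS libraries between them. Correlation across genes between libraries of a group, where genes are not independent replicates, was 0.993 to 0.996 for SLR10 and 0.992 for the vehicle pair. It was lower for naive mice (0.971 to 0.988), poly(I:C) (0.916 to 0.983) and pppNS (0.893 to 0.986). For SLR14 it was 0.993 between replicates 1 and 3, and lower for the pairs with replicate 2 (0.948 and 0.950). Transcripts of the erythroid list, which holds haemoglobin and other red cell precursor genes, varied between mice of one group. Their mean log2 level was 8.99 in SLR14 replicate 2, 9.58 in poly(I:C) replicate 2 and 8.39 in poly(I:C) replicate 3, against 4.77 and 4.91 in the other SLR14 mice and 3.51 in the other poly(I:C) mouse. The 3 pppNS libraries lay at 7.56, 7.85 and 9.13, the vehicle libraries at 4.65 and 5.47, and the naive libraries at 6.01 to 6.98. The cell-cycle list followed the same libraries, with 6.64 in SLR14 replicate 2 against 4.06 and 4.11 in its group mates.

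**Figure D1:**
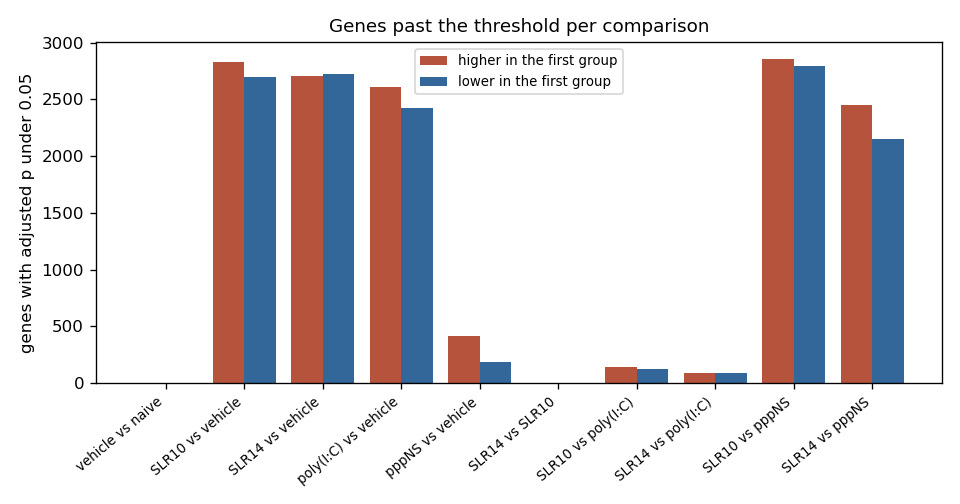
Number of genes past an adjusted p of 0.05 (limma, 14012 genes tested) in each of the 10 comparisons, with genes higher in the first-named group and genes lower in it drawn apart. The counts run from 0 for SLR14 against SLR10 to 5653 for SLR10 against pppNS.

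Vehicle was compared with naive mice to describe the control treatment itself (n = 2 against 3). Vcan, which encodes the matrix proteoglycan versican, was 3.78-fold higher in vehicle (4.54 ± 1.58 against 0.81 ± 0.208 CPM, mean ± SD). Cd93, a surface receptor of endothelial and myeloid cells, was 2.36-fold higher (43.6 ± 2.66 against 18.3 ± 2.57 CPM). In limma, 7 of 14012 genes passed the threshold, 2 higher and 5 lower, and both Vcan and Cd93 had an adjusted p of 0.024. No member of the interferon-stimulated list passed (0 of 59, and 0 adjusted over the list alone), and Ifnb1 was at 0.0298 CPM in vehicle and 0.00583 CPM in naive mice. The median member of that list was 0.34 higher on the log2 scale in vehicle (camera adjusted p = 1.63e-05, adjusted p = 0.67 with an estimated correlation). The 25 erythroid genes lay lower in vehicle, with a median log2 difference of -1.51 and no member past the threshold (camera adjusted p = 0.000581, adjusted p = 0.72 with an estimated correlation). The count of 7 genes fell to 0 without vehicle replicate 1 or vehicle replicate 2 and to 4 without naive replicate 2 or naive replicate 3, and the calls of Vcan and Cd93 were lost in each of these cases. edgeR called 1 gene, DESeq2 99 and limma with weighted libraries 8022. Camera called 15 of 34 lists, and 0 with an estimated correlation.

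SLR10 was compared with vehicle to describe the response to the RNA. Ifnb1, the gene of interferon beta, reached 217 ± 51.0 CPM (n = 3) against 0.0298 ± 0.0421 CPM in vehicle (n = 2). By pooled reads (18973 against 3) this was a ratio of 6251, with a 95% counting interval of 2139 to 30320. All vehicle reads of Ifnb1 came from vehicle replicate 2 (0.0596 CPM, against 0 in vehicle replicate 1). The size of the ratio therefore rests on that library, and the interval does not cover the difference between the vehicle libraries. Ifna2 and Ifna4, members of the interferon alpha family, had 0 reads in vehicle and were at least 3641-fold and 2944-fold higher, taking 3 reads over the group as the floor. All 14 tested interferon genes rose, and 14 adjusted over the list alone (camera adjusted p = 8.95e-19, adjusted p = 0.0821 with an estimated correlation). Their median log2 change was 6.84 as fitted and 10.49 when genes without vehicle reads were placed at their bound. Ifng, the gene of interferon gamma, rose from 0.887 ± 0.16 to 163 ± 26.3 CPM, a log2 change of 6.87 ± 0.56 (SE).

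Interferon-stimulated genes rose together with SLR10. All 59 tested members of the list rose, and 59 adjusted over the list alone, with a median log2 change of 3.84 (camera adjusted p = 5.22e-37, adjusted p = 0.0821 with an estimated correlation). Isg15, a ubiquitin-like modifier, rose 42.2-fold (95% confidence interval 18.6 to 95.5). Ifit1, which binds viral RNA ends, rose 52.7-fold (28.2 to 98.4) and the GTPase gene Mx1 46.1-fold (28.0 to 76.0). Among the RNA sensing genes 18 of 23 rose, and 18 adjusted over the list alone. Ddx58 went from 90.4 ± 4.63 to 705 ± 17.7 CPM and Ifih1, the gene of the double-stranded RNA sensor MDA5, from 24.9 ± 1.82 to 662 ± 27.1 CPM (camera adjusted p = 4.67e-09, adjusted p = 0.0883 with an estimated correlation). Of 26 genes linked to interferon gamma 25 rose, and 25 adjusted over the list alone, among them the GTPase genes Gbp2 (log2 change 5.75 ± 0.40) and Irgm1 (3.99 ± 0.21), with a camera adjusted p of 2e-19 and an adjusted p = 0.0821 with an estimated correlation.

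Chemokine and inflammatory genes also moved with SLR10. Cxcl10, which attracts T and NK cells, rose 132-fold (76.2 to 228) to 2947 ± 101 CPM, and Ccl2, which attracts monocytes, went from 1.83 ± 0.391 to 214 ± 11.4 CPM. Of 23 chemokine genes 16 rose and 2 fell, with the same counts adjusted over the list alone (camera adjusted p = 6.07e-08, adjusted p = 0.223 with an estimated correlation). Of 30 inflammatory cytokine and NF-kB genes 28 rose, and 28 adjusted over the list alone, including Il6 (99.5 ± 13.2 against 0.0857 ± 0.065 CPM) and Tnf (log2 change 3.94 ± 0.24), with a camera adjusted p of 2.59e-16 and an adjusted p = 0.0821 with an estimated correlation. Irg1, the gene of the enzyme that makes itaconate in activated macrophages, went from 0.152 ± 0.066 to 168 ± 7.70 CPM, and Mmp13, a collagenase, rose by 7.53 ± 0.54 on the log2 scale. Of 22 genes of MHC class I antigen processing 21 rose, and 21 adjusted over the list alone, such as the peptide transporter Tap1 (2.40 ± 0.25) and the class I transactivator Nlrc5 (3.16 ± 0.29), with a camera adjusted p of 9.94e-10 and an adjusted p = 0.135 with an estimated correlation. The cytotoxic list had 9 genes that rose and 1 that fell of 14, the same adjusted over the list alone, with Gzmb, encoding granzyme B, going from 2.90 ± 0.596 to 107 ± 8.42 CPM. Its camera adjusted p was 0.000558, and 0.266 was its adjusted p with an estimated correlation.

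Markers of several resident cell types fell with SLR10. Of 16 conventional dendritic cell genes 10 fell and 2 rose, and 11 fell adjusted over the list alone (camera adjusted p = 0.001, adjusted p = 0.151 with an estimated correlation). Xcr1, a chemokine receptor of cross-presenting dendritic cells, went from 15.3 ± 0.569 to 2.02 ± 0.382 CPM, and Flt3 from 29.8 ± 0.005 to 9.68 ± 1.06 CPM. Of 15 red pulp macrophage genes 9 fell, and 9 adjusted over the list alone, among them Slc40a1, the iron exporter ferroportin, with 18.0 ± 2.23 against 252 ± 54.3 CPM (camera adjusted p = 0.00212, adjusted p = 0.315 with an estimated correlation). Cx3cr1 and Ccr2, chemokine receptors of monocytes, fell by 3.47 and 3.52 on the log2 scale. The inflammatory monocyte list itself went both ways, with 6 genes higher and 7 lower of 16, the same adjusted over the list alone (camera adjusted p = 0.778, adjusted p = 0.918 with an estimated correlation). Fcer2a, the low-affinity IgE receptor of B cells, fell by 3.35 and the T cell gene Cd5 by 2.51 on the log2 scale. In those lists 5 of 17 B cell genes fell (camera adjusted p = 0.0139, adjusted p = 0.372 with an estimated correlation) and 8 of 20 T cell genes fell while 1 rose (camera adjusted p = 0.0205, adjusted p = 0.704 with an estimated correlation). The B cell and T cell counts were the same adjusted over the list alone, and without vehicle replicate 1 camera no longer called the T cell list (adjusted p = 0.0553). Neutrophil genes went the other way, with 11 of 20 higher, also adjusted over the list alone, such as Il1r2 (log2 change 3.45 ± 0.43) and Mmp8 (2.25 ± 0.36). The neutrophil list had a camera adjusted p of 0.000558 and an adjusted p = 0.372 with an estimated correlation.

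Across all genes, 5520 passed the threshold for SLR10 against vehicle in limma, 2826 higher and 2694 lower (2449 and 2874 with quantile scaling), and 3166 of them changed at least 2-fold. The 67 ribosomal protein genes had a median log2 change of 0.25 with 1 gene past the threshold, and quantile scaling turned the sign of this median negative. Camera called 18 of 34 lists with its preset correlation and 0 of them with an estimated one. The interferon-stimulated list, with 59 of 59 members past the threshold, was among those lost. A call lost with an estimated correlation therefore does not mark a list as unchanged. Fitting only the SLR10 and vehicle libraries gave 9904 genes and weighting the libraries 9987.

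**Figure D2:**
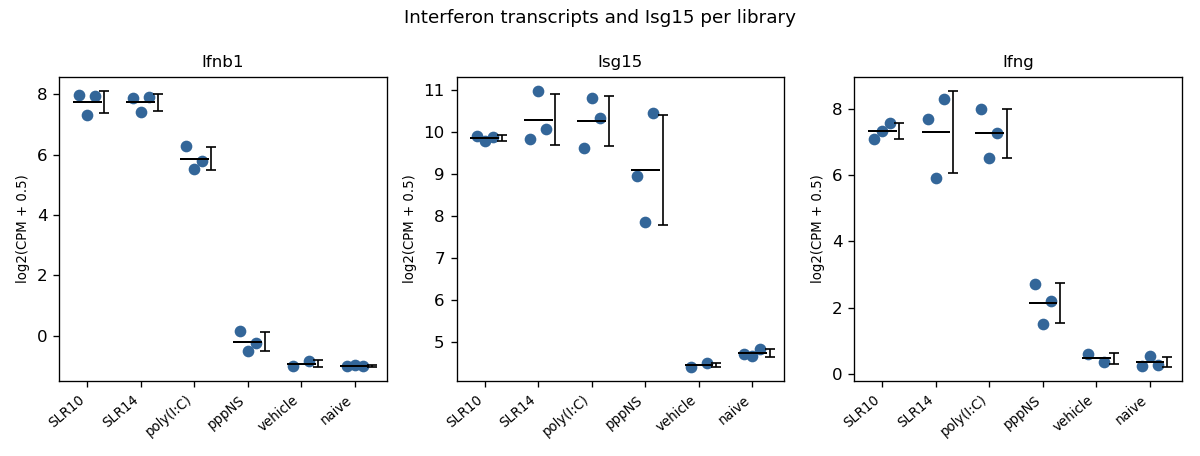
Level of Ifnb1, Isg15 and Ifng as log2(CPM + 0.5) in each of the 17 libraries by group, with points for libraries, a horizontal line for the group mean and error bars for the SD. Ifnb1 averaged 217 CPM with SLR10, 215 with SLR14, 59.2 with poly(I:C) and 0.395 with pppNS, while Isg15 was at 494, 233 and 1405 CPM in the pppNS libraries and averaged 927 with SLR10.

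SLR14 was compared with vehicle in the same way. Ifnb1 reached 215 ± 39.5 CPM (n = 3), and its pooled reads gave a ratio of 6224 to vehicle (95% counting interval 2129 to 30180). This ratio too rests on vehicle reads from vehicle replicate 2 only. Ifna2 was at least 3657-fold higher than in vehicle. Of 14 interferon genes 13 rose, and 13 adjusted over the list alone (camera adjusted p = 8.47e-18, adjusted p = 0.0863 with an estimated correlation), with a median log2 change of 6.82 as fitted and 10.44 at the bounds. All 59 interferon-stimulated genes rose, and 59 adjusted over the list alone (camera adjusted p = 3.52e-38, adjusted p = 0.0863 with an estimated correlation), for example Isg15 57.1-fold (25.2 to 129) and Ifit1 65.7-fold (35.2 to 123). Cxcl10 reached 3085 ± 447 CPM and Il6 109 ± 29.2 CPM. Of 30 inflammatory genes 27 rose, and 27 adjusted over the list alone (camera adjusted p = 1.55e-15, adjusted p = 0.0863 with an estimated correlation).

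Markers of resident cells fell with SLR14 as well. Conventional dendritic cell genes fell in 9 of 16 cases and rose in 2, and 11 fell adjusted over the list alone (camera adjusted p = 0.000627, adjusted p = 0.128 with an estimated correlation), with Xcr1 lower by 2.87 ± 0.19 on the log2 scale. Of 20 T cell genes 10 fell and 1 rose, with the same counts adjusted over the list alone (camera adjusted p = 0.00183, adjusted p = 0.501 with an estimated correlation). The T cell median was -0.997, and -0.62 without SLR14 replicate 2, whose T cell level was 3.96 against 4.75 and 4.85 in its group mates. Tlx1 and Tcf21, transcription factors required for spleen development, went from 25.8 ± 1.79 to 2.44 ± 0.671 CPM and from 28.2 ± 6.50 to 2.62 ± 0.662 CPM. Of 20 neutrophil genes 13 rose, and 13 adjusted over the list alone (camera adjusted p = 0.000115, adjusted p = 0.314 with an estimated correlation). In all, 5422 genes passed the threshold in limma, 2702 higher and 2720 lower (2219 and 3012 with quantile scaling), and 3102 changed at least 2-fold. Camera called 20 of 34 lists, and 0 with an estimated correlation. Weighting the libraries gave 9222 genes.

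SLR14 and SLR10, given at the same dose per the labels, were compared directly (n = 3 against 3). Ifnb1 differed by 0.00 on the log2 scale, with a 95% interval of -0.50 to 0.51. The interval was -0.62 to 1.49 for Isg15, -0.65 to 0.77 for Cxcl10, -0.75 to 0.96 for Il6 and -1.11 to 1.04 for Ifng. In SLR14 replicate 2 Ifng was at 59.7 CPM, against 207 and 313 CPM in its group mates and 137 to 189 CPM with SLR10. Isg15 was at 2010 CPM there, against 916 and 1068 CPM in its group mates. The differences of these genes thus depended on SLR14 replicate 2. In limma 0 of 14012 genes passed the threshold, and 89 had an unadjusted p under 0.05. edgeR called 0 genes and DESeq2 1. The 95% interval lay within a 2-fold change in either direction for 83.6% of genes, so a difference smaller than that was not excluded for the tested genes and a larger one was not excluded for the rest. The cell-cycle genes had a median log2 difference of 0.83 and the erythroid genes 1.60, higher with SLR14, with 0 of 36 and 0 of 25 members past the threshold. Both lists were called by camera (adjusted p = 1.86e-13 and 1.36e-11) and neither with an estimated correlation (adjusted p = 0.676 for each), nor was any of the 11 lists camera called. Without SLR14 replicate 2 the medians were -0.013 and 0.166, and camera no longer called either list (adjusted p = 0.773 and 0.199). The cell-cycle median was 1.26 without SLR14 replicate 1 and 1.27 without SLR14 replicate 3. The erythroid median was 2.41 without SLR14 replicate 3.

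Poly(I:C), the synthetic double-stranded RNA, was compared with vehicle. Ifnb1 reached 59.2 ± 16.03 CPM (n = 3), a pooled ratio of 1776 to vehicle (95% counting interval 607 to 8612), and Ifna2 was at least 1198-fold higher. The Ifnb1 ratio again rests on vehicle reads from vehicle replicate 2 only. All 14 interferon genes rose, and 14 adjusted over the list alone (camera adjusted p = 6.41e-18, adjusted p = 0.0855 with an estimated correlation), with a median log2 change of 5.16 as fitted and 8.51 at the bounds. Of 59 interferon-stimulated genes 57 rose, and 59 adjusted over the list alone (camera adjusted p = 1.63e-38, adjusted p = 0.0855 with an estimated correlation). Rsad2, the gene of the antiviral enzyme viperin, reached 3838 ± 1427 CPM and Ifit1 1664 ± 110 CPM. Irg1 reached 239 ± 101 CPM against 0.152 ± 0.066 CPM in vehicle, and Cxcl10 rose by 6.98 ± 0.37 on the log2 scale. Of 20 neutrophil genes 15 rose, and 16 adjusted over the list alone, including Mmp8 from 3.73 ± 0.129 to 70.0 ± 28.6 CPM and Retnlg from 4.82 ± 0.33 to 116 ± 43.2 CPM (camera adjusted p = 6.31e-08, adjusted p = 0.161 with an estimated correlation).

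Lymphoid and dendritic cell markers fell with poly(I:C). Of 16 conventional dendritic cell genes 11 fell and 1 rose, with the same counts adjusted over the list alone (camera adjusted p = 0.000216, adjusted p = 0.0984 with an estimated correlation). Of 17 B cell genes 9 fell, and adjusted over the list alone 9 fell and 1 rose (camera adjusted p = 0.000134, adjusted p = 0.161 with an estimated correlation). Of 18 NK cell genes 9 fell and 3 rose, also adjusted over the list alone (camera adjusted p = 0.0279, adjusted p = 0.536 with an estimated correlation). Camera no longer called the NK cell list without poly(I:C) replicate 2 (adjusted p = 0.0841). The same held without vehicle replicate 2, where its median log2 change was -0.596. Of 10 marginal zone B cell genes 5 fell, and 7 adjusted over the list alone, among them the complement receptor Cr2, with 54.5 ± 21.6 against 269 ± 14.0 CPM (camera adjusted p = 0.000105, adjusted p = 0.0868 with an estimated correlation). In the same comparison the 25 erythroid genes had a median log2 change of 2.05, with 1 past the threshold and 0 adjusted over the list alone (camera adjusted p = 0.0358, adjusted p = 0.743 with an estimated correlation). That median was 4.15, 0.839 and 1.48 without poly(I:C) replicates 1, 2 and 3 and 1.67 without vehicle replicate 1, and the last 3 of these ended the camera call. The erythroid median turned to -1.93 when SLR14 replicate 2 and poly(I:C) replicates 2 and 3 were left out together, which leaves 1 poly(I:C) library. Of 36 cell-cycle genes 5 rose over all genes and 0 adjusted over the list alone, with a median log2 change of 1.52 (camera adjusted p = 0.00206, adjusted p = 0.673 with an estimated correlation). The median was 2.42 without poly(I:C) replicate 1, 0.75 without poly(I:C) replicate 2, which ended the camera call (adjusted p = 0.073), and -0.31 when SLR14 replicate 2 and poly(I:C) replicates 2 and 3, which had high erythroid levels, were left out together. In limma 5030 genes passed the threshold, 2606 higher and 2424 lower, and 2833 changed at least 2-fold. The balance turned with the scaling, to 1961 higher and 3045 lower with quantile scaling and 2429 and 2615 with median-of-ratios scaling. The count was 3262 without vehicle replicate 1, 3300 without vehicle replicate 2 and 7734 with weighted libraries, and 24 of 34 lists were called by camera but 0 with an estimated correlation.

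**Figure D3:**
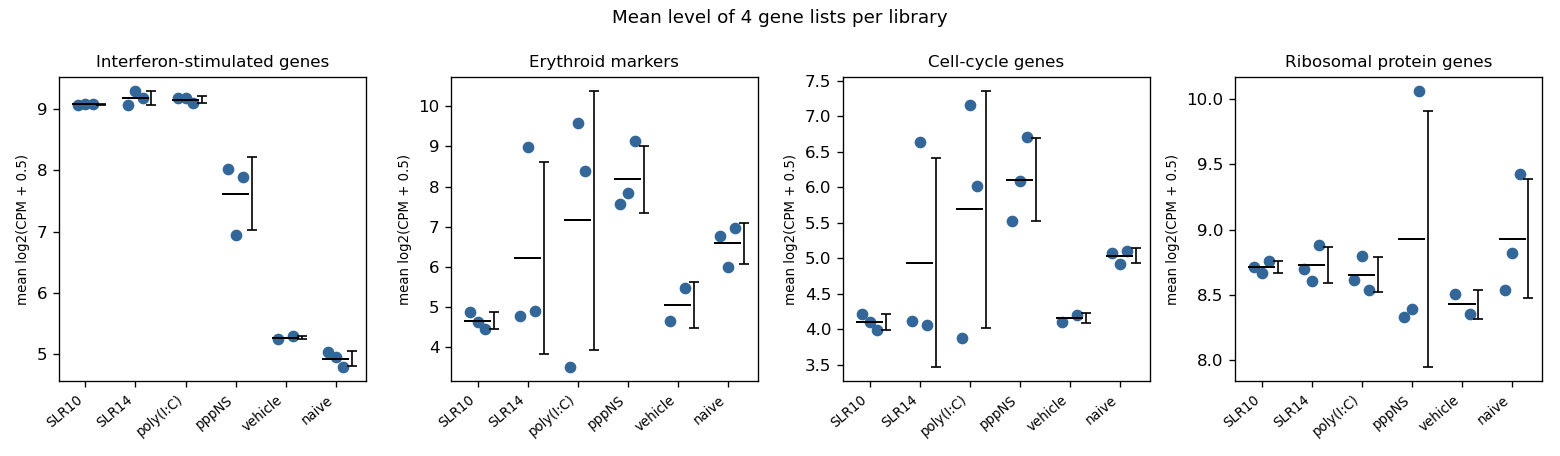
Mean log2(CPM + 0.5) of the interferon-stimulated, erythroid, cell-cycle and ribosomal protein lists in each library by group, with points for libraries, a horizontal line for the group mean and error bars for the SD. The interferon-stimulated genes averaged 9.08 with SLR10, 9.18 with SLR14, 9.16 with poly(I:C), 7.62 with pppNS, 5.27 with vehicle and 4.93 in naive mice, while the erythroid genes varied between mice within a group.

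Each SLR was compared with poly(I:C) (n = 3 against 3). Ifnb1 was 3.65-fold higher with SLR10 than with poly(I:C) (95% interval 2.57 to 5.18, limma adjusted p = 0.00126). With SLR14 it was 3.66-fold higher (2.58 to 5.18, adjusted p = 0.00151). With only SLR14 and poly(I:C) in the model 0 genes passed, which ended this SLR14 call and those of other single genes. With either SLR, 11 of 14 interferon genes were higher than with poly(I:C) and 2 lower, with the same counts adjusted over the list alone. Camera gave an adjusted p of 8.01e-13 for SLR10 and 6.13e-17 for SLR14, against an adjusted p = 0.603 and 0.549 with an estimated correlation. Both lower genes were of the interferon lambda family. Ifnl2 had 152 pooled reads with SLR10, 51 with SLR14 and 783 with poly(I:C), and Ifnl3 had 47, 18 and 485. In limma 0 of the 59 interferon-stimulated genes passed the threshold against poly(I:C) with either SLR. The mean level of that list differed by -0.08 for SLR10 and 0.03 for SLR14 on the log2 scale, and the exact two-sided permutation p was 0.1, the smallest that 3 against 3 can give, for SLR10 and 1 for SLR14. With the median of the members the differences were -0.27 and -0.15, and without SLR14 replicate 2 or poly(I:C) replicate 3 the SLR14 value was -0.031 or -0.004, so its direction was not stable.

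Some genes outside the interferon lists also differed from poly(I:C). Hspa1a, an inducible heat shock protein 70 gene, was higher by 2.76 ± 0.34 on the log2 scale with SLR10 and by 2.83 ± 0.34 with SLR14. Plagl1, a zinc finger transcription factor, was lower by 2.22 ± 0.21 with SLR10 and 2.18 ± 0.21 with SLR14, and Mmp9, the gelatinase stored in neutrophil granules, by 1.84 ± 0.25 and 1.90 ± 0.25. The SLR14 calls of Hspa1a, Plagl1 and Mmp9 were lost with only SLR14 and poly(I:C) in the model. Of 20 neutrophil genes 3 were lower with SLR10, and 7 adjusted over the list alone (camera adjusted p = 4.22e-06, adjusted p = 0.603 with an estimated correlation). With SLR14 2 were lower, and 4 adjusted over the list alone (camera adjusted p = 2.79e-05, adjusted p = 0.663 with an estimated correlation). Erythroid genes had a median difference of -2.64 for SLR10 and -0.91 for SLR14, with 0 of 25 past the threshold in both. The SLR10 median was -4.725 without poly(I:C) replicate 1 and -1.27 without poly(I:C) replicate 2. The SLR10 and SLR14 medians turned to 1.28 and 1.44 without SLR14 replicate 2 and poly(I:C) replicates 2 and 3 together. In limma 269 genes passed for SLR10 against poly(I:C), 144 higher and 125 lower, and 183 for SLR14, 91 higher and 92 lower. With quantile scaling the higher and lower counts were 139 and 68 for SLR10 and 64 and 32 for SLR14. In other settings the balance tilted towards lower. For SLR10 the counts were 532 and 1097 in DESeq2, 1015 and 1867 with library weights and 88 and 179 with the erythroid covariate. They were 376 and 1152 without poly(I:C) replicate 1. For SLR14 they were 512 and 1009 with library weights and 111 and 247 with the erythroid covariate. The counts of all genes past the threshold were unstable. For SLR10 they were 75, 111 and 59 without SLR10 replicates 1, 2 and 3, and 1528, 120 and 106 without poly(I:C) replicates 1, 2 and 3. For SLR14 they were 33 without SLR14 replicate 1, 104 without SLR14 replicate 3, and 117, 77 and 62 without poly(I:C) replicates 1, 2 and 3. Without SLR14 replicate 2 and poly(I:C) replicates 2 and 3 together, 21 and 8 genes passed, and with only the groups compared in the model, 108 and 0. With those libraries left out, which leaves 1 poly(I:C) library, the Ifnb1 difference was 1.46 for SLR10 and 1.62 for SLR14 on the log2 scale and no longer past the threshold. Camera called 12 lists for SLR10 and 11 for SLR14, and 0 with an estimated correlation.

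pppNS was compared with vehicle, and the labels do not state what it is. Cxcl10 rose 36.9-fold (95% confidence interval 21.3 to 63.9) to 923 ± 454 CPM, Isg15 24.8-fold (10.96 to 56.2) to 710 ± 615 CPM and Ifit1 25.3-fold (13.6 to 47.2) to 578 ± 384 CPM (n = 3 against 2). The log2 change of Isg15 was 4.63, and 3.95 without pppNS replicate 3 and 5.25 without pppNS replicate 2, and that of Ifit1 was 4.66, and 5.26 without pppNS replicate 2. Of 59 interferon-stimulated genes 52 rose, and 55 adjusted over the list alone, with a median log2 change of 2.34 (camera adjusted p = 9.94e-57, adjusted p = 0.0969 with an estimated correlation). None of 14 interferon genes passed the threshold, over all genes or adjusted over the list alone. Ifnb1 was at 0.395 ± 0.205 CPM, 41 pooled reads against 3 in vehicle, which is a ratio of 11.1 (95% counting interval 3.53 to 55.8), and its fitted log2 change was 0.73 ± 0.26 (limma adjusted p = 0.14). Those vehicle reads all came from vehicle replicate 2, so the size of the ratio rests on that library. Ifna2 had 17 reads and Ifna4 13 against 0 in vehicle, at least 4.58-fold and 3.504-fold higher, and Ifng 432 against 77. The median log2 change of the 14 genes was 0.16 as fitted and 0.58 at the bounds, and at such levels the added 0.5 CPM draws fitted changes towards 0. The mean interferon-stimulated level was 8.03, 6.94 and 7.89 in pppNS replicates 1, 2 and 3, all above the vehicle libraries at 5.25 and 5.29.

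Part of the inflammatory and neutrophil genes rose with pppNS. Of 23 chemokine genes 10 rose, and 13 adjusted over the list alone (camera adjusted p = 6.78e-10, adjusted p = 0.237 with an estimated correlation), and of 30 inflammatory genes 14 rose, and 18 adjusted over the list alone (camera adjusted p = 1.1e-13, adjusted p = 0.222 with an estimated correlation). Il6 went from 0.0857 ± 0.065 to 10.5 ± 5.95 CPM, and Tnf rose by 2.54 ± 0.24 on the log2 scale. Of 20 neutrophil genes 7 rose, and 11 adjusted over the list alone (camera adjusted p = 2.34e-08, adjusted p = 0.237 with an estimated correlation). Their mean log2 level was 3.56, 3.19 and 4.45 in pppNS replicates 1, 2 and 3, against 2.47 and 2.44 in the vehicle libraries. Of 16 conventional dendritic cell genes 3 fell, and 5 adjusted over the list alone, among them Cd209a with 1.05 ± 0.138 against 6.39 ± 0.0475 CPM (camera adjusted p = 0.00314, adjusted p = 0.237 with an estimated correlation). In the B cell, marginal zone B cell and NK cell lists 0 of 17, 0 of 10 and 0 of 18 genes passed, also adjusted over the list alone, while camera called all 3 lists lower (adjusted p = 0.0169, 0.0144 and 0.0373, adjusted p = 0.49, 0.297 and 0.655 with an estimated correlation). Camera no longer called the B cell list without pppNS replicate 2 (adjusted p = 0.0737) or the NK cell list without pppNS replicate 1, pppNS replicate 2 or vehicle replicate 2 (0.104, 0.435 and 0.1). In the T cell list 0 of 20 passed (camera adjusted p = 0.145). Ribosomal protein genes had a median log2 difference of 0.517, with 0 of 67 past the threshold (camera adjusted p = 0.000143, adjusted p = 0.692 with an estimated correlation). Without pppNS replicate 3 that median was -0.085, and camera no longer called the list (adjusted p = 0.193). Erythroid and cell-cycle genes had median log2 differences of 3.21 and 1.88, with 0 of 25 and 0 of 36 past the threshold (camera adjusted p = 9.23e-07 and 4.44e-10, adjusted p = 0.511 and 0.503 with an estimated correlation). In limma 603 genes passed, 414 higher and 189 lower (374 and 324 with quantile scaling, 381 and 261 with median-of-ratios scaling), and 414 changed at least 2-fold, with 17 of 34 lists called by camera and 0 with an estimated correlation. The count was 159 without vehicle replicate 2, 179 without vehicle replicate 1, 969 without pppNS replicate 2, 1526 with naive mice as the control and 0 when only pppNS and vehicle were in the model, which ended the calls of single genes named here, while the list tests were not run in that setting.

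The SLRs were also compared with pppNS (n = 3 against 3). Ifnb1 was at 217 ± 51.0 CPM with SLR10 and 215 ± 39.5 CPM with SLR14, against 0.395 ± 0.205 CPM with pppNS. Ifng was higher by 5.19 ± 0.50 on the log2 scale with SLR10 and 5.16 ± 0.50 with SLR14 (5.85 without SLR14 replicate 2). All 14 interferon genes were higher with SLR10 and 13 with SLR14, and 14 adjusted over the list alone for each (camera adjusted p = 1.76e-21 and 4.01e-22, adjusted p = 0.144 and 0.132 with an estimated correlation). Of 59 interferon-stimulated genes 49 were higher with SLR10 and 52 with SLR14, and 51 and 54 adjusted over the list alone (camera adjusted p = 1.6e-17 and 2.09e-21, adjusted p = 0.235 and 0.198 with an estimated correlation). Mx1 was 4.28-fold higher with SLR10 (95% interval 2.74 to 6.69) and Gzmb 12.0-fold (7.56 to 19.1), while Isg15 differed by 0.77 ± 0.49 on the log2 scale without passing (limma adjusted p = 0.221), but passed without pppNS replicate 3 (1.45) and was 0.15 without pppNS replicate 2. Of 36 cell-cycle genes 22 were lower with SLR10 and 0 with SLR14, with 30 and 0 adjusted over the list alone (camera adjusted p = 3.11e-06 and 0.00466, adjusted p = 0.638 and 0.794 with an estimated correlation). Of 25 erythroid genes 12 were lower with SLR10 and 0 with SLR14, with 22 and 0 adjusted over the list alone (camera adjusted p = 6.57e-05 and 0.0184, adjusted p = 0.638 and 0.794 with an estimated correlation). For SLR14 camera no longer called the cell-cycle or erythroid list without SLR14 replicate 1 (adjusted p = 0.0611 and 0.132), SLR14 replicate 3 (0.0602 and 0.107) or pppNS replicate 3 (0.062 and 0.168). Without SLR14 replicate 2 camera called both lists, with medians of -2.064 (adjusted p = 2.94e-07) and -3.79 (6.97e-05). The strength of the SLR14 fall in these lists thus depended on that library. The erythroid levels were 4.47 to 4.88 with SLR10 and 7.56 to 9.13 with pppNS, and SLR14 against SLR10 showed no gene past the threshold. In limma 5653 genes passed for SLR10 and 4601 for SLR14. With the erythroid level as a covariate the SLR10 count was 3205, and with only SLR14 and pppNS in the model the SLR14 count was 1351. Camera called 17 and 20 of 34 lists, and 0 with an estimated correlation.

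The likeness of the responses was measured as the correlation across 14012 genes of the log2 changes against vehicle, where genes are not independent replicates. Pearson's r was 0.967 between SLR10 and SLR14, 0.867 between SLR10 and poly(I:C) and 0.935 between SLR14 and poly(I:C). With pppNS it was 0.482 for SLR10, 0.619 for SLR14 and 0.719 for poly(I:C). Because all comparisons shared the vehicle libraries, simulated groups without any change already gave an r of about 0.6, and the covariance was the sharper measure, 1.08 for SLR10 and SLR14 against 0.076 simulated and 0.358 for SLR10 and pppNS against 0.076. With separate controls, SLR10 against naive and the other RNA against vehicle, r was 0.861 for SLR14, 0.747 for poly(I:C) and 0.24 for pppNS. With the controls exchanged it was 0.927, 0.851 and 0.6.

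**Figure D4:**
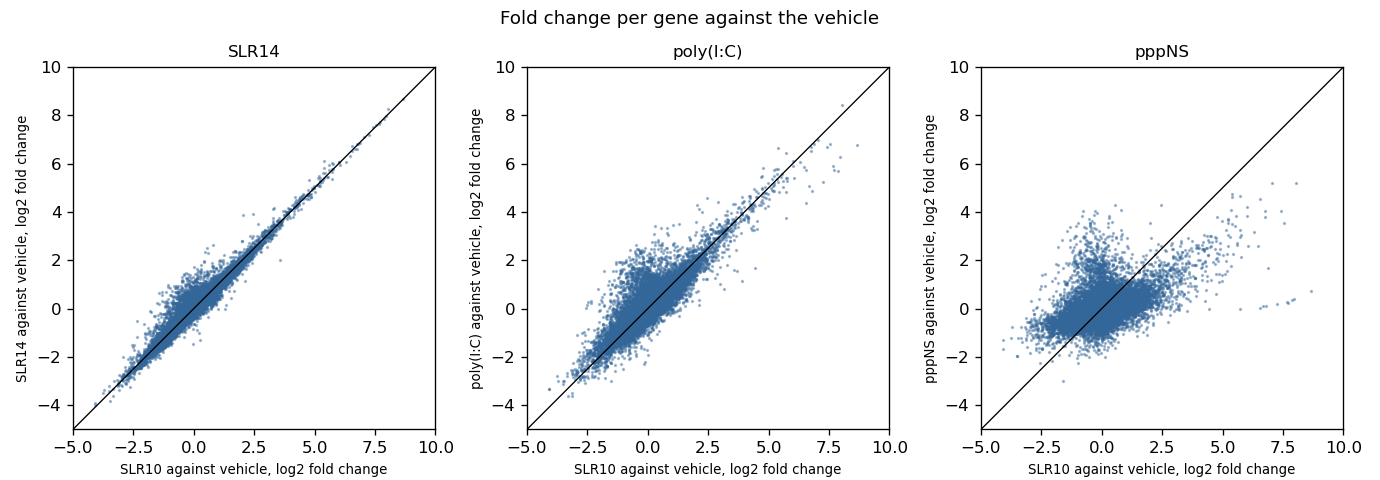
Log2 change against vehicle for each of the 14012 tested genes, with SLR10 on the horizontal axis and the other RNA on the vertical axis, 1 point per gene and a diagonal line where both changes are equal. Pearson's r across genes was 0.967 for SLR14, 0.867 for poly(I:C) and 0.482 for pppNS. Simulated unchanged groups gave about 0.6 because they shared the vehicle libraries, so an r below 0.6 does not show less likeness than chance. The covariance of SLR10 and pppNS was 0.358, against 0.076 simulated.

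The genes of the interferon panel lie at these positions in GRCm38, by the GENCODE annotation, and all are protein-coding. Ifnb1 is on chromosome 4 from 88522025 to 88522774, Ifna4 on chromosome 4 from 88841861 to 88842421, Isg15 on chromosome 4 from 156199424 to 156200818 and Ddx58 on chromosome 4 from 40203773 to 40239828. Ifng is on chromosome 10 from 118441046 to 118445892, Ifit1 on chromosome 19 from 34640871 to 34650009, Rsad2 on chromosome 12 from 26442746 to 26456452 and Mx1 on chromosome 16 from 97447035 to 97462907. Ifih1 is on chromosome 2 from 62595798 to 62646255, Oas1a on chromosome 5 from 120896256 to 120907521, Cxcl10 on chromosome 5 from 92346638 to 92348889, Ccl5 on chromosome 11 from 83525778 to 83530518, Il6 on chromosome 5 from 30013114 to 30019981, Tnf on chromosome 17 from 35199381 to 35202007 and Gzmb on chromosome 14 from 56258838 to 56262260. The values count reads over the genes as wholes and do not separate exons or untranslated regions.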

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

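None of the values in this part was tested against another group, and all were chosen by a rule that looks for reads outside the named genes above the level of the control libraries. The second line without a gene name held 7.738% of the reads in pppNS replicate 3, where the highest control library had 2.111%. The fifth line without a gene name held at least 21.796% of the reads in every library of the SLR10, SLR14, poly(I:C) and pppNS groups, the lowest being pppNS replicate 2, where the highest control library had 20.224%. The lines named #N/D held at least 0.1242% in every library of those groups, the lowest being pppNS replicate 3, where the highest control library had 0.1139%. The deposited table does not say what these lines count, no biological explanation was tested, and they were not used here.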

How the results depend on the processing

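The tests with libraries left out together and with the erythroid level as a covariate, and leave-one-out of the interferon-stimulated level, were chosen only after the result was seen. Leave-one-out of the counts, lists and named genes and the other settings were planned. Of the counts for the 10 comparisons, 10 stayed within 1.5 times the reported count with median-of-ratios scaling and 10 with a replicate block. Leave-one-out kept 35 of 55. Across leave-one-out, calls of named genes were the same in 4083 cases, weaker in 426, stronger in 2 and moved in 32. Of 340 list tests 165 were called, and 0 of these kept the call with an estimated correlation. That setting lost even the interferon-stimulated list of SLR10 against vehicle (adjusted p = 0.0821), where 59 of 59 members passed. It therefore cannot tell which of the calls are stable. Where a value below differs from the report, the cause was not tested, except that fewer libraries were fitted when libraries were left out. A lone library in a group is then assumed to vary like the others.

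Genes past the threshold ran, with each replicate left out in turn, from 0 to 7 for vehicle against naive, 3766 to 4742 for SLR10, 3703 to 5128 for SLR14, 3262 to 5296 for poly(I:C) and 159 to 969 for pppNS against vehicle. They ran from 0 to 0 for SLR14 against SLR10, 59 to 1528 and 33 to 133 for SLR10 and SLR14 against poly(I:C), and 3897 to 6216 and 3223 to 5152 against pppNS. For vehicle against naive the count was 4 with a pseudocount of 0.1, 11 with 2, 21 with no filter, 4 with a filter at 5 CPM and 15 with quantile scaling. Quantile scaling gave 96 for SLR14 against poly(I:C). Library weights gave 8022 for vehicle against naive, 9987, 9222, 7734 and 4102 for SLR10, SLR14, poly(I:C) and pppNS against vehicle, 2882 and 1521 against poly(I:C), and 9411 and 8568 against pppNS. Only the groups compared in the model gave 0 for vehicle against naive, 9904 for SLR10 and 0 for pppNS against vehicle, 108 and 0 for SLR10 and SLR14 against poly(I:C), and 1351 for SLR14 against pppNS. Naive as the control gave 1526 for pppNS, and naive and vehicle together 1536. On recovered reads (100% whole) edgeR gave 1 for vehicle against naive, 5375, 5270, 5017 and 569 against vehicle, 0 for SLR14 against SLR10, 212 and 100 against poly(I:C), and 5740 and 4460 against pppNS. DESeq2 gave 99 for vehicle against naive, 1398 for pppNS against vehicle, 1 for SLR14 against SLR10, and 1629 and 392 against poly(I:C). Without pppNS replicate 3 and naive replicate 3 together the counts were 14 for vehicle against naive and 1331 and 607 against poly(I:C). Without SLR14 replicate 2 and poly(I:C) replicates 2 and 3 together they were 16 for vehicle against naive, 1598 for pppNS against vehicle, and 21 and 8 against poly(I:C). With the erythroid covariate they were 358 for SLR14 against poly(I:C) and 3205 for SLR10 against pppNS.

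Quantile scaling moved the median change of all genes against vehicle from 0.066 to -0.094 for poly(I:C), from 0.005 to -0.099 for pppNS and from 0.036 to -0.07 for SLR14. It reversed the ribosomal protein list, with values of -0.599, -0.645, -0.739 and -0.039 for SLR10, SLR14, poly(I:C) and pppNS against vehicle, and Rpl7a (-0.365 for SLR10, -0.416 for SLR14), Ctss (-0.11 for SLR14) and Pou2af1 (-0.269 for poly(I:C)). The interferon-stimulated level of SLR10 against vehicle was 3.825 with a pseudocount of 0.1 and 3.73 with 2, and that of poly(I:C) 3.81 with 2. With separate controls, the first against naive, the correlation of responses was 0.861 for SLR10 and SLR14, 0.747 for SLR10 and poly(I:C), and 0.24, 0.375 and 0.475 for SLR10, SLR14 and poly(I:C) with pppNS. With the controls exchanged, these correlations were 0.927, 0.851, and 0.6, 0.69 and 0.762. The likeness to pppNS thus depended on which group was set against naive. With the median of its members the interferon-stimulated level was 0.467 for vehicle against naive, 3.971, 4.091 and 4.239 for SLR10, SLR14 and poly(I:C) against vehicle, and -0.268 and -0.148 against poly(I:C).

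The direction that camera gave some lists was reversed. The values here are the lists' medians, which in some cases kept their sign. Without pppNS replicate 3 and naive replicate 3 together, ribosomal proteins were at -0.085 for pppNS against vehicle and 0.353 and 0.377 for SLR10 and SLR14 against pppNS. Without SLR14 replicate 2 and poly(I:C) replicates 2 and 3 together, cell-cycle genes were at -0.313 for poly(I:C) against vehicle and 0.215 and 0.177 for SLR10 and SLR14 against poly(I:C), and erythroid genes at -1.931, 1.279 and 1.439. In that setting T cell, megakaryocyte and adipose genes were at 0.101, -0.18 and -0.112 for SLR14 against SLR10, adipose and chemokine genes at -0.036 and -0.061 for SLR14 against poly(I:C), and MHC class II genes at -0.008 for SLR10 against poly(I:C). With the erythroid covariate, which brings the erythroid list near 0 by construction, erythroid genes were at -0.147 and -0.02 for poly(I:C) and pppNS against vehicle, 0.003 for SLR14 against SLR10 and -0.014 for SLR10 against poly(I:C), while interferon, cell-cycle and megakaryocyte genes were at 0.152, -0.022 and -0.17 for SLR14 against SLR10. With each replicate left out in turn, the medians for SLR14 against SLR10 ran from -0.112 to 1.481 for adipose, -0.18 to 0.181 for megakaryocyte, -0.093 to 0.343 for neutrophil and -0.375 to 0.101 for T cell genes. For SLR14 against poly(I:C) they ran from -1.621 to -0.052 for cell-cycle genes and -0.31 to 0.19 for T cell genes. Ribosomal proteins ran from -0.085 to 0.894 for pppNS against vehicle, and from -0.589 to 0.353 and -0.588 to 0.377 for SLR10 and SLR14 against pppNS.

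For the lower signals depth sets the limit. Levels under 0.0525 to 0.129 CPM, the floor of 3 reads, were not told from 0.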

Other observations

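The tests on red cells, on swapped libraries and on the interferon reads of pppNS mice were chosen only after the result was seen, and the others were chosen before. Endothelial genes moved with the RNAs against vehicle. Of 18 tested, 9 fell and 2 rose with SLR10, 8 fell and 2 rose with SLR14, and 7 fell and 3 rose with poly(I:C), with 9, 8 and 8 falling adjusted over the list alone (camera adjusted p = 0.016, 0.0146 and 0.0108, adjusted p = 0.223, 0.239 and 0.195 with an estimated correlation). Sox18, a transcription factor of vessel development, went from 10.05 ± 0.755 CPM in vehicle to 0.976 ± 0.294 with SLR10. Egfl7, a secreted endothelial protein, went from 22.6 ± 1.91 to 6.84 ± 1.01 CPM. With pppNS 0 endothelial genes passed in limma, and 2 fell adjusted over the list alone.

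Genes of the cholesterol synthesis list went both ways. With SLR10, 8 of 20 fell and 3 rose (camera adjusted p = 0.105, adjusted p = 0.454 with an estimated correlation), with SLR14 9 fell and 3 rose (0.0387 and 0.329) and with poly(I:C) 9 fell and 2 rose (0.0352 and 0.351), and these counts were the same adjusted over the list alone. Camera no longer called the list for SLR14 without SLR14 replicate 3 or vehicle replicate 1 (adjusted p = 0.0786 each), or for poly(I:C) without poly(I:C) replicate 3 or vehicle replicate 1 (0.0579 and 0.0711). Dhcr7, the last enzyme of the pathway, fell by 1.15 on the log2 scale with SLR10. Of 17 complement genes 8 rose and 2 fell with SLR10, also adjusted over the list alone (camera adjusted p = 0.208, adjusted p = 0.705 with an estimated correlation), with C3 going from 347 ± 42.9 to 867.5 ± 44.1 CPM. Of 13 MHC class II genes 1 rose and 1 fell with SLR10, the same adjusted over the list alone (camera adjusted p = 0.679, adjusted p = 0.918 with an estimated correlation), unlike the class I list. The difference between these lists was not tested.

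In the comparison of vehicle with naive mice, 5 genes were lower in vehicle and were chosen after their values were seen, because they fall outside the naming rule. They are Clec4g (-2.45 ± 0.32), Crisp3 (-1.21 ± 0.16), Ear6 (-2.21 ± 0.30), Cyp21a1 (-1.69 ± 0.25) and Igha (-2.33 ± 0.35), as log2 changes.

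Erythroid and cell-cycle transcripts were higher in SLR14 replicate 2 and in poly(I:C) replicates 2 and 3 than in SLR14 replicates 1 and 3 and in poly(I:C) replicate 1, by medians of 4.67, 6.90 and 5.47 (log2) for the erythroid list and 2.53, 3.24 and 2.06 for the cell-cycle list. Red cells left in the spleen would not carry cell-cycle transcripts, so the lowest cell-cycle difference of 2.06 argues against them as the whole cause. A swap between the SLR14 and poly(I:C) groups is argued against by Ifnb1, which in SLR14 replicate 2 was 2.21 times the highest poly(I:C) library. Scaling is argued against by an erythroid difference of 4.24 under quantile scaling and 4.59 under median-of-ratios scaling in SLR14 replicate 2. More red cell precursors may be the source, as a hypothesis that was not tested, but tissue taken along stays open. Adipose genes were at 3.40 in SLR14 replicate 2 against 0.437 and 0.23 in its group mates (0.183 and 0.242 against 0.27 in poly(I:C)). The 3 tested exocrine pancreas genes were at 2.15 against 1.09 and 1.30 (2.07 and 1.85 against 1.005 in poly(I:C)).

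Ribosomal protein transcripts were higher in pppNS replicate 3 than in its group mates, by a median of 1.92 ± 0.08 (log2). GC content as the whole cause is argued against by a median of 1.86 after a fit on it. After a fit on transcript length the median was 0.41 ± 0.09, and under quantile scaling it was 0.76 (1.94 under median-of-ratios scaling). Both values lie between the limits set before the test, so a length-dependent bias and the scaling cannot be told apart from a difference in the mouse.

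Interferon-stimulated genes rose in pppNS mice that had 21, 10 and 10 reads of Ifnb1. Their rise was a median 39.5%, 15.04% and 34.6% of that with poly(I:C). RNA or reads carried over from other libraries would bring Ifnb1 at that share, and the observed level was 2.64% of the expected at most, which argues against it. At that share the lowest expected number of Ifnb1 reads was 420, so the depth was enough to see Ifnb1 at that level. The share was assumed from poly(I:C) and not measured for pppNS. The number therefore cannot decide whether too few reads hid a lower level of type I interferon. No biological explanation was tested, and the labels give no time point.

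Other splits of the 6 libraries of a comparison were counted, and 10 splits cannot give a share under 0.05. For SLR14 against SLR10 the real count was 0 and the highest other 0, so 10 of 10 splits gave as many. For SLR10 against poly(I:C) the real split of 269 was the 1 that reached this count (highest other 0), as was 5653 for SLR10 against pppNS (1 split, highest other 0) and 4601 for SLR14 against pppNS (1 split, highest other 0). The other splits mix both groups on each side, so a difference between the groups widens the spread within the sides. The 0 genes there therefore cannot decide whether chance gave the real counts. For SLR14 against poly(I:C) 2 splits reached the real count of 183, and the highest other gave 1871. That split sets SLR14 replicates 1 and 3 and poly(I:C) replicate 1 against the libraries with high erythroid levels and points to a structure of the samples.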
